A study of Mus musculus with 9 samples. Its data were reported in "Hypoxia-mediated repression of pyruvate carboxylase drives immunosuppression" (2024).

How the data were processed

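Gene expression was measured in E0771 cells, a mouse mammary tumour line, on 9 Clariom S arrays with 3 arrays in each of 3 groups. The groups were cells with a scramble control hairpin (scram) and cells with either of the short hairpin RNAs shPC25 and shPC28, both directed against pyruvate carboxylase, the enzyme encoded by Pcx. Per the labels, the cells grew in medium with 5.6 mM glucose, 4 mM glutamine and 10% FBS and received no treatment. The labels do not say whether the arrays of a group came from separate cultures, so p-values measure only the spread between these samples, which may be technical.

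The authors prepared biotin-labelled cDNA from total RNA and processed the arrays with the Transcriptome Analysis Console software. The deposited values were taken as log2, background-corrected and normalized between arrays by the authors, with 1 value per probe set. The base of the logarithm, the normalization algorithm and the genome build are not given in the sources used here. Base 2 was taken because all values lay between 1.51 and 18.64 and the array medians lay between 4.88 and 5.04. The file held 22206 probe sets for all 9 arrays with 0 missing values, and no probe set was removed. Gene symbols came from the platform's annotation, which gave 1 symbol to 19572 probe sets, 19505 of them different, and none here to 2634, which were tested and counted but not named. The Entrez IDs of all 19572 matched the reference gene table, and 0 symbols were changed. Signal on an array is not a count, and the number of arrays limits the precision; the standard error of a log2 change between single groups was 0.16 for the median probe set.

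Values were analysed in R 4.3.3 with limma 3.58.1. A linear model with 1 mean per group was fitted to all 9 arrays with lmFit, so that the 3 groups shared 1 estimate of the spread, and moderated with eBayes. The contrasts were shPC25 against scram, shPC28 against scram, shPC28 against shPC25, and the mean of both hairpins against scram. P-values were two-sided and adjusted by the Benjamini-Hochberg method over the 22206 probe sets, and an adjusted p under 0.05 counted as changed, the threshold the study used. Log2 changes are printed with the standard error of the limma fit where an error is given.

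Before the data were examined, 32 gene lists, the rule for naming genes, the main model and alternatives to it were written down. The lists covered mitochondrial and central carbon metabolism, ribosomes, stress responses, lipid and nucleotide synthesis, immune signalling, the cell cycle, p53 targets, and markers of epithelial, mesenchymal, macrophage, lymphocyte, fibroblast and endothelial cells, with reference genes of quantitative PCR as a control. Of these, 31 had at least 3 members on the array; genes of the mitochondrial genome were not measured. For lists, the probe set with the highest mean stood for a gene with several. Lists were tested against the other genes with camera at a preset inter-gene correlation of 0.01, adjusted over the 31 lists. Camera with an estimated correlation and fry, which asks whether a list's genes move one way and compares them with no other genes, were run as alternatives. Members were also tested with the p-values adjusted over the list alone.

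Named genes were Pcx, then for each hairpin against scram the 10 highest and 10 lowest log2 changes among changed probe sets whose 3 arrays per group did not overlap and whose higher group mean was above 4.95, the median of all probe set means. The same rule gave 5 per direction between the hairpins and 10 per direction for both hairpins by the smaller change. Also named were up to 4 members of each list with the smallest p against scram, TCA cycle members changed with either hairpin, and the lactate and checkpoint genes Ldha, Ldhb, Slc16a1, Slc16a3, Bsg and Cd274. Predicted genes were not named. Genes outside this rule are marked in the text as chosen after their values were seen.

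Both comparisons against scram used the same control arrays. For this reason, 100 simulations of unchanged groups against a shared simulated control group gave the overlap and correlation that arise with no effect. Each probe set was drawn independently. Principal components were computed on the centred and scaled values of the oxidative phosphorylation genes. The fit was tested on simulated data with changes put into 200 of 22206 probe sets: with 3 arrays per group it recovered 16.4% of log2 changes of 0.5, 68.7% of changes of 1 and 97.0% of changes of 2, and 5.47% of its 128 calls were false. In a simulated comparison without changes it called 0 probe sets. Many more probe sets passed in the real comparisons against scram, 4541 with shPC25 and 9265 with shPC28. The Benjamini-Hochberg cut-off is less strict there, so the simulated recovery rates do not carry over to them.

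The alternatives were filters on the dimmest 25% and 50% of probe sets, quantile normalization, centring of each array on its median, other variance models, array weights, only the compared groups, only probe sets with a symbol, the mean of a gene's probe sets, a replicate block, stricter thresholds, unscaled principal components, and leaving out each array in turn. Centring on olfactory receptor probe sets and 11 further lists were added after the data were seen. Transcript sequences, GC content and probe sequences were not available, so hairpin off-target matches and probe effects were not examined.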

Results

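Messenger RNA was measured in cultured E0771 cells, a mouse mammary tumour line, on 9 arrays of 22206 probe sets each. There were 3 arrays of cells with a scramble hairpin (scram), 3 with shPC25 and 3 with shPC28, 2 short hairpin RNAs against pyruvate carboxylase, which converts pyruvate to oxaloacetate in mitochondria. Values are on a log2 scale, the base being taken from the values because no source states it. The array medians lay between 4.88 and 5.04. Across probe sets, which are not independent replicates, the correlation between arrays of 1 group was 0.995 to 0.998. It was 0.992 to 0.993 between scram and shPC25, 0.979 to 0.981 between scram and shPC28, and 0.989 to 0.991 between the hairpins.

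The first question was how far each hairpin lowered its target. Pcx, the gene of pyruvate carboxylase, fell with both hairpins and was lower on all 3 arrays of each than on any scram array. Its level was 9.07 ± 0.20 (SD, n = 3) in scram, 5.53 ± 0.11 (SD, n = 3) with shPC25 and 6.81 ± 0.22 (SD, n = 3) with shPC28. The log2 change was -3.54 ± 0.15 (SE) with shPC25 (11.6-fold lower, adjusted p = 1.28e-05) and -2.26 ± 0.15 (SE) with shPC28 (4.80-fold lower, adjusted p = 4.13e-06). More Pcx mRNA remained with shPC28 than with shPC25, by a log2 difference of 1.28 (adjusted p = 0.000307).

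**Figure D1:**
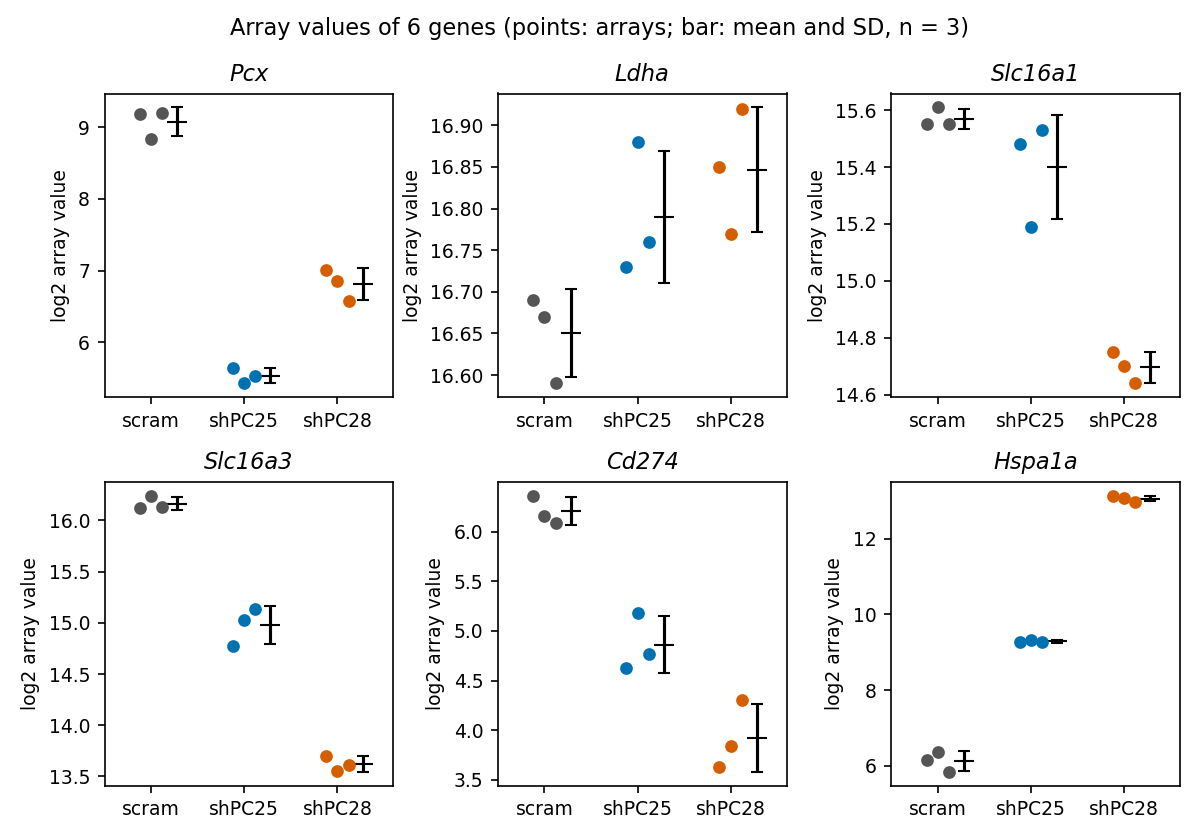
Log2 array values of 6 genes in the scram, shPC25 and shPC28 groups, each panel on its own scale that does not start at 0, with 1 point per array and a bar for the mean and SD (n = 3). Pcx, Slc16a3 and Cd274 lay lower on every hairpin array than on any scram array, Hspa1a lay higher, Slc16a1 lay lowest with shPC28, and Ldha, which did not pass the test with either hairpin, lay at 16.73 to 16.92 on the hairpin arrays and at 16.59 to 16.69 on the scram arrays.

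Cells with shPC25 were compared with scram to see which transcripts changed where Pcx was lowest. Hspa1b and Hspa1a, which encode inducible heat shock protein 70, rose most, by 3.52 ± 0.13 and 3.17 ± 0.13 (SE, n = 3 arrays per group) on the log2 scale. Their transcripts are nearly identical, so their probe sets may not be separate measurements. The stress gene Gadd45g rose by 2.93. Prxl2a, an antioxidant protein gene, rose more than Ddit3, which encodes the stress transcription factor CHOP and rose by 2.02. Chchd10, a mitochondrial protein gene, rose by 1.93, the kinase gene Pim1 by 1.89, and the stress gene Gadd45b and the peptide hormone gene Adm2 by 1.85 each. Besides Pcx, the lowest were Islr, which fell by 3.75 ± 0.36, Rhob, a small GTPase, which fell by 3.72 ± 0.31, and Skp2, a component of a cell cycle ubiquitin ligase, which fell by 3.53 ± 0.13. The transcription factor gene Klf2 had a change of -3.26, Emb of -3.26, Tmem229b of -3.14, the ephrin gene Efna2 of -2.95, the interleukin 1 receptor gene Il1r1 of -2.89 and Zfp324 of -2.88.

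In all, 4541 probe sets (20.4%) changed with shPC25, 2041 of them higher and 2500 lower (limma, adjusted p under 0.05). A change of 2-fold or more was seen for 138 of the higher and 799 of the lower probe sets. The 3 arrays of each group did not overlap for 8647 probe sets (38.9%), where chance gives 10%. Without scram replicate 3, the count of changed probe sets was 3021.

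Genes of complex I, ATP synthase and ribosomes were higher with shPC25, and interferon-stimulated genes were lower. Of the 31 lists tested, 9 passed, 6 of them higher and 3 lower, and 1 held with an estimated correlation, the interferon response. The median change of all probe sets was 0.04. Of 35 genes of complex I, the first enzyme of the respiratory chain, 15 rose (21 adjusted over the list alone), among them Ndufb5 by 0.61 and Ndufb11 by 0.61, with a median of 0.31 (camera adjusted p = 1.8e-07, adjusted p = 0.26 with an estimated correlation). Among 76 mitochondrial ribosome genes, 30 rose and 3 fell (38 and 4 adjusted over the list alone), with a median of 0.29 (camera adjusted p = 3.96e-08, adjusted p = 0.0853 with an estimated correlation). Mrpl32 rose by 1.05 and Mrpl9 by 0.80, while Mrpl41, Mrpl51 and Mrpl18, named after their values were seen, fell by 1.05, 0.41 and 0.59. Of 53 cytosolic ribosome genes, 18 rose (30 adjusted over the list alone), including Rps19 by 0.80 and Rpl39 by 0.52, with a median of 0.25 (camera adjusted p = 7.2e-10, adjusted p = 0.26 with an estimated correlation).

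The 15 ATP synthase genes had a median of 0.21, and 4 rose and 1 fell (6 and 1 adjusted over the list alone), with Atp5e up by 0.94 and Atp5j, named after its value was seen, down at -0.35 (camera adjusted p = 0.0338, adjusted p = 0.382 with an estimated correlation). This call was also lost without scram replicate 3 (adjusted p = 0.0774), without shPC25 replicate 1 (0.0639), without shPC25 replicate 3 (0.0614), after quantile normalization (0.0643) and after centring on olfactory receptor probe sets (0.0562), and its adjusted p ran from 0.0207 to 0.382 over 18 alternatives. Ribosome biogenesis genes, 21 in number, had a median of 0.20, with 5 higher and 1 lower (5 and 1 adjusted over the list alone, camera adjusted p = 0.00917, adjusted p = 0.262 with an estimated correlation). The lower one was Nop16, which fell by 0.53.

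Stress lists moved apart with shPC25. In the integrated stress response list of 26 genes, 12 rose and 3 fell (12 and 3 adjusted over the list alone), with a median of 0.41 (camera adjusted p = 0.00134, adjusted p = 0.382 with an estimated correlation). Psph, an enzyme of serine synthesis, rose by 0.99, while Chac1, which degrades glutathione, fell by 1.89 and Ddit4, an inhibitor of mTOR signalling, fell by 0.62. The other lower member, Sesn2, had a log2 change of -1.21, a call lost without any 1 of the 3 scram arrays, shPC25 replicate 1 or shPC25 replicate 2. Of 16 unfolded protein response genes, 8 fell and 1, Sdf2l1, rose (8 and 1 adjusted over the list alone). Dnajc3 fell by 1.01, Edem1 by 0.74 and Hspa5, the main chaperone of the endoplasmic reticulum, by 0.46. The median was -0.29 (camera adjusted p = 0.00917, adjusted p = 0.26 with an estimated correlation), and without the lowest 50% of probe sets the adjusted p was 0.0588, with a range of 0.00326 to 0.26 over 18 alternatives.

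Interferon-stimulated genes, which cells induce against viruses, were lower with shPC25. Of 37 interferon response genes, 19 fell (23 adjusted over the list alone), with a median of -0.69 (camera adjusted p = 5.16e-08, adjusted p = 0.0151 with an estimated correlation). Eif2ak2, which encodes the RNA-activated kinase PKR, fell by 2.79, Ifit1 by 1.32 and Irf1 by 0.73. The antigen presentation and checkpoint list of 20 genes had 6 lower members (6 adjusted over the list alone) and a median of -0.21 (camera adjusted p = 0.0352, adjusted p = 0.332 with an estimated correlation). That call was lost without scram replicate 1 (adjusted p = 0.062), scram replicate 3 (0.0619, with a median of -0.11), shPC25 replicate 1 (0.0639) or shPC25 replicate 3 (0.079), after centring on array medians (0.0774) and without the lowest 25% or 50% of probe sets (0.0795 and 0.13), with a range of 0.0154 to 0.332 over 18 alternatives.

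Cells with shPC28, in which more Pcx mRNA remained, were compared with scram in the same way. Hspa1b and Hspa1a were again highest, at 6.97 ± 0.13 and 6.94 ± 0.13 (SE, n = 3 arrays per group), more than 100-fold above scram on either probe set. Ifna13, a type I interferon gene, rose by 5.63 ± 0.19 from 2.74 in scram, a level so low that the size of the change is uncertain. Gadd45g rose by 4.34 ± 0.15, Chchd10 by 3.04 and Gadd45b by 2.67. Rad52, a DNA repair gene, rose by 3.02, Ypel2 by 2.84, the potassium channel gene Kcnq1 by 2.64 and S100a7a by 2.63. Rhob was lowest at -7.16 ± 0.31, followed by Tmem229b at -5.43, Lfng and Tlnrd1 at -5.30 each, Klf2 at -5.23, Trib1 and Hexim1 at -5.17 each, and Efnb1 at -4.86. Hexim1 encodes an inhibitor of the elongation kinase P-TEFb. Dusp6, a phosphatase that inactivates ERK, fell by 5.02 ± 0.15, and Chac1 fell by 4.88 ± 0.32.

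With shPC28, 9265 probe sets (41.7%) changed, 4708 higher and 4557 lower. Of these, 923 were at least 2-fold higher and 2479 at least 2-fold lower. The arrays of the groups did not overlap for 11347 probe sets (51.1%), where chance gives 10%.

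With shPC28, the lists of complex I, complexes II and III, complex IV, ATP synthase, ribosomes and the TCA cycle were higher, while hypoxia, unfolded protein response and interferon genes were lower. In total 10 lists passed, 7 higher and 3 lower, and 2 held with an estimated correlation, the mitochondrial ribosome and the interferon response. The median of all probe sets was 0.10. In complex I, 32 of 35 genes rose (32 rose and 1 fell adjusted over the list alone), Ndufb5, Ndufb10 and Ndufa1 by 1.35 each. The median was 0.78 (camera adjusted p = 2.35e-11, adjusted p = 0.103 with an estimated correlation). In complexes II and III, 7 of 14 genes rose (8 adjusted over the list alone), among them the core subunit gene Uqcrc2 by 1.51 and Uqcr10 by 1.45, with a median of 0.51 (camera adjusted p = 0.0141, adjusted p = 0.148 with an estimated correlation). In complex IV, 13 of 17 genes rose and 2 fell (13 and 2 adjusted over the list alone), with a median of 0.57 (camera adjusted p = 0.00305, adjusted p = 0.103 with an estimated correlation). Cox7a2l rose by 1.52 and Cox4i1 by 1.09, whereas Cox11 and Cox15, assembly factors named after their values were seen, fell by 0.92 and 0.91. Among ATP synthase genes 12 of 15 rose (13 adjusted over the list alone), Atp5e by 2.09, with a median of 0.46 (camera adjusted p = 0.000755, adjusted p = 0.199 with an estimated correlation).

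Of 76 mitochondrial ribosome genes, 60 rose and 2 fell with shPC28 (63 and 2 adjusted over the list alone), with a median of 0.78 (camera adjusted p = 7.6e-14, adjusted p = 0.033 with an estimated correlation). Mrpl9 rose by 1.62, Mrpl30 by 1.56 and Mrpl32 by 1.53. Mrpl41 and Mrpl50, named after their values were seen, fell by 1.68 and 0.64. Of 53 cytosolic ribosome genes, 49 rose (50 adjusted over the list alone), Rps19 by 1.57 and Rpl39 by 1.32, with a median of 0.47 (camera adjusted p = 2.36e-12, adjusted p = 0.132 with an estimated correlation).

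Hypoxia genes with shPC28 included 13 lower and 4 higher of 25 (13 and 6 adjusted over the list alone), with a median of -0.40 (camera adjusted p = 0.0141, adjusted p = 0.122 with an estimated correlation). Egln3, an oxygen-sensing hydroxylase, fell by 3.53, Ak4 by 2.42 and Ero1a by 2.24. The higher members Pdk1, Higd1a, P4ha1 and Bnip3l were named after their values were seen. This call was also lost after quantile normalization (adjusted p = 0.0606) and without the lowest 25% or 50% of probe sets (0.0707 and 0.221), with a range of 0.011 to 0.221 over 18 alternatives. Unfolded protein response genes fell in 10 of 16 cases and 1, Sec61b, rose (10 and 1 adjusted over the list alone), with Sel1l at -1.58, Dnajc3 at -1.32 and Hspa5 at -1.05. The median was -0.48 (camera adjusted p = 0.00286, adjusted p = 0.13 with an estimated correlation, and 0.0649 without the lowest 50% of probe sets, with a range of 0.00126 to 0.13).

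Interferon response genes had a median of -0.92 with shPC28, and 21 of 37 fell and 1, Bst2, rose (25 and 2 adjusted over the list alone, camera adjusted p = 8e-05, adjusted p = 0.033 with an estimated correlation). Eif2ak2 fell by 4.63, Ifit2 by 2.94 and Ifit1 by 1.62, in cells in which Ifna13 was higher. Without the lowest 50% of probe sets this call was lost (adjusted p = 0.0584, with a range of 2.26e-05 to 0.0584 over 18 alternatives).

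**Figure D2:**
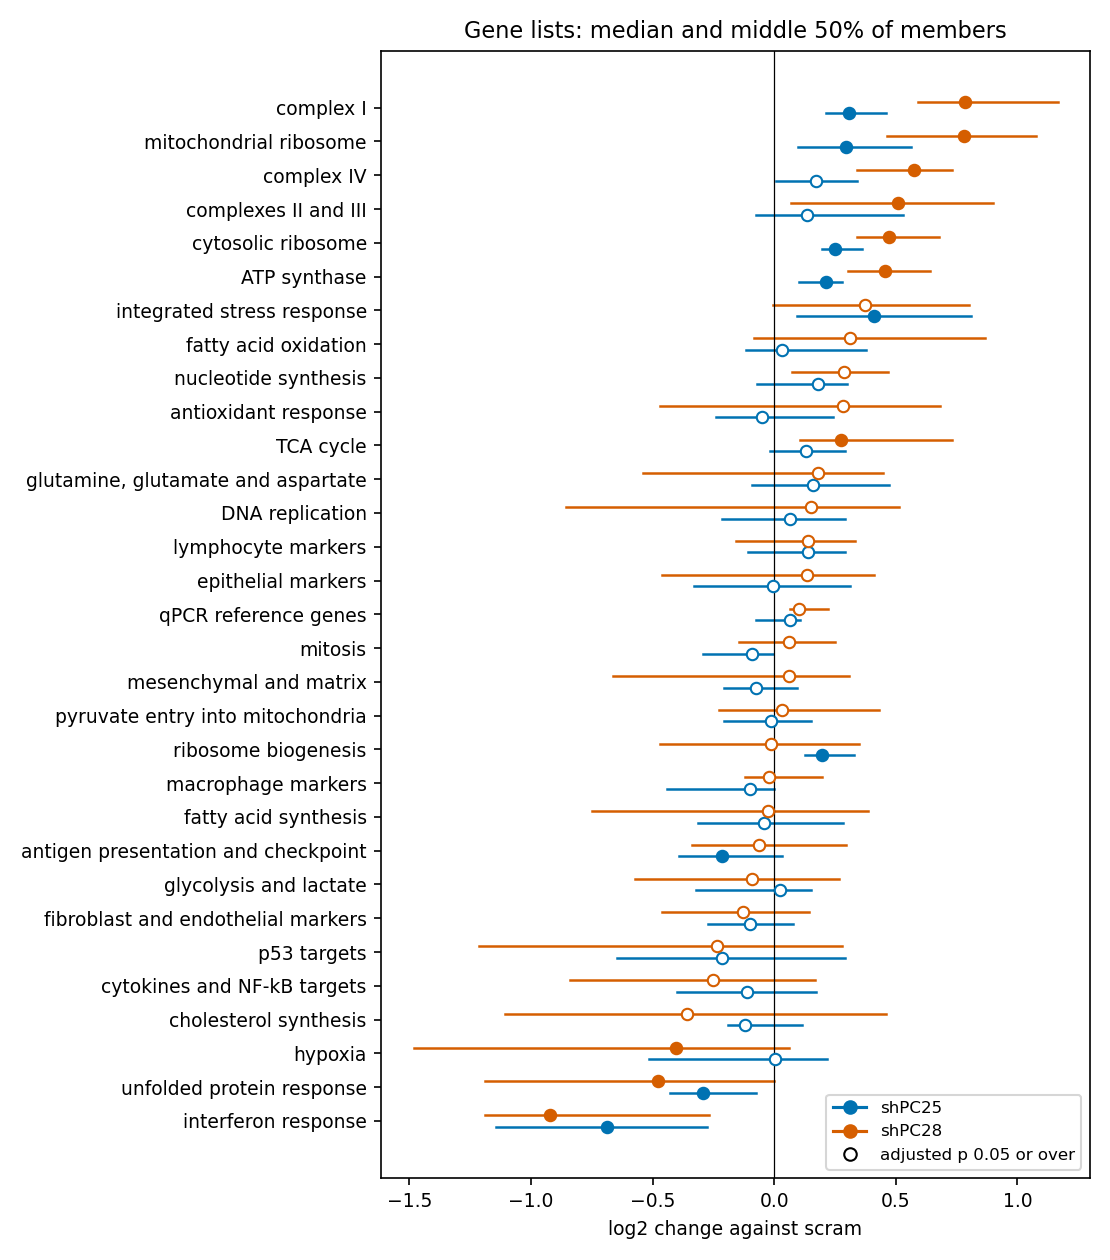
Median log2 change against scram of the 31 gene lists, with lines over the middle 50% of members, for shPC25 and shPC28; filled points had an adjusted p under 0.05 by camera at the preset correlation. Complex I and the mitochondrial ribosome lay highest with shPC28, at 0.78 each, and the interferon response lay lowest with both hairpins, at -0.69 and -0.92.

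TCA cycle genes were examined because pyruvate carboxylase feeds this cycle. From its own profiling, the study reported that several TCA enzyme transcripts were markedly higher in PC-depleted E0771 cells. With shPC28, 11 of 20 rose and 1 fell (12 and 1 adjusted over the list alone), with a median of 0.28 (camera adjusted p = 0.0141, adjusted p = 0.132 with an estimated correlation, and 0.0597 after centring on olfactory receptor probe sets, with a range of 0.00993 to 0.132 over 18 alternatives). Suclg2 rose by 1.13, Idh2 by 0.97, Dlst by 0.82, Sdhc by 0.77, Fh1 by 0.75, Idh3b by 0.72 and Aco1 by 0.52, and Idh1, the cytosolic isocitrate dehydrogenase, fell by 0.40. With shPC25, 5 rose and 2 fell (5 and 2 adjusted over the list alone), with a median of 0.13 (camera adjusted p = 0.24): Idh2 rose by 0.50 and Sdhd fell by 0.70. Small changes stood near the threshold and depended on scaling. After centring on olfactory receptor probe sets, the changes with shPC28 were 0.09 for Cs (adjusted p = 0.482), 0.08 for Ogdh (0.572), 0.07 for Mdh2 (0.626), 0.05 for Idh3g (0.697) and 0.32 for Aco1 (0.0786). After quantile normalization, the calls with shPC28 were also lost for Cs (0.17, adjusted p = 0.145), Mdh2 (0.18, adjusted p = 0.167) and Idh3g (0.08, adjusted p = 0.511), and that of Cs with shPC25 (0.25, adjusted p = 0.0645). With shPC25, centring on olfactory receptor probe sets gave adjusted p = 0.0911 for Cs, 0.0925 for Idh3b, 0.0795 for Ogdh and 0.105 for Dlst, and median centring gave 0.0686 for Idh1. These values fall in ranges over 20 alternatives that start under 0.005. With shPC25, Cs (0.32, adjusted p = 0.0257) and Idh3b (0.38, adjusted p = 0.0321) lost their calls without any 1 of the 3 scram and 3 shPC25 replicates (up to 0.0856 and 0.0974). The call of Ogdh (0.35, adjusted p = 0.0231) was lost without any scram replicate or shPC25 replicates 2 or 3 (up to 0.0797), that of Idh1 (-0.41, adjusted p = 0.0229) without scram replicates 2 or 3 or any shPC25 replicate (up to 0.0845), and that of Dlst (0.45, adjusted p = 0.0496) without scram replicates 1 or 3, any shPC25 replicate or shPC28 replicate 1 (up to 0.15). With shPC28, the call of Cs (0.29, adjusted p = 0.0201) was lost without scram replicates 1 or 3 or shPC28 replicates 2 or 3 (up to 0.0617), and that of Ogdh (0.28, adjusted p = 0.032) without any scram replicate or shPC28 replicates 1 or 3 (up to 0.0958). Mdh2 (0.27, adjusted p = 0.0443) and Idh3g (0.25, adjusted p = 0.0399) lost theirs without any array other than shPC25 replicate 2 (up to 0.129 and 0.112).

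The study drew principal components of oxidative phosphorylation genes, from WikiPathways lists that were not at hand. Here 81 genes of complexes I to IV and ATP synthase were used, chosen separately from those lists, as a description without a test. Component 1 held 77.1% of the variance and separated the 3 groups. For all probe sets, centred but, unlike the 81 genes, not scaled, component 1 held 64.6%, so a large first component was not limited to these genes. On component 1 of the 81 genes, the mean score was -8.57 ± 0.44 (SD, n = 3) in scram, -0.97 ± 0.73 with shPC25 and 9.54 ± 0.96 with shPC28. Of the 81 genes, 30 rose and 5 fell with shPC25, and 64 rose and 2 fell with shPC28. The lower ones with shPC25 were Sdhd, Uqcrh, Cox11, Cox15 and Atp5j. The study measured lower oxygen consumption in PC-depleted mammary cancer lines, E0771 among them, the opposite direction to most of these mRNA changes. Oxygen consumption was not measured on the arrays and is not a like measure.

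**Figure D3:**
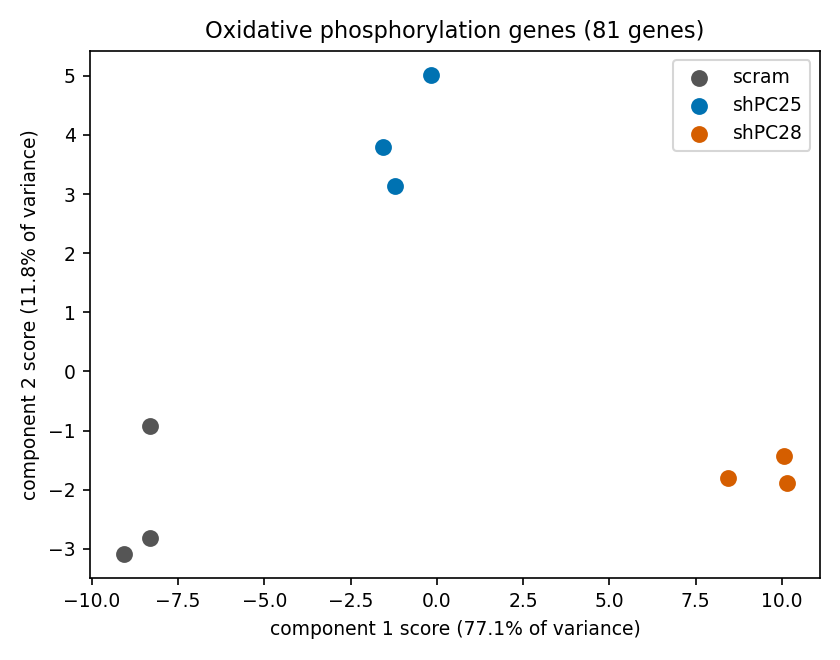
Scores of the 9 arrays on components 1 and 2 of 81 oxidative phosphorylation genes, which held 77.1% and 11.8% of the variance, with 1 point per array. The shPC25 arrays, with a mean of -0.97 on component 1, lay between scram at -8.57 and shPC28 at 9.54.

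Lactate genes were examined because the study measured lactate in PC-depleted cells and, by immunoblot, found more LDH-A and MCT1 protein in them. Slc16a3, the lactate exporter MCT4, fell with both hairpins, from 16.16 in scram by 1.19 ± 0.11 (SE, n = 3 arrays per group, adjusted p = 0.000276) with shPC25 and by 2.54 ± 0.11 (adjusted p = 8.18e-07) with shPC28. Slc16a1, the lactate transporter MCT1, fell by 0.87 with shPC28 (adjusted p = 0.000184) and had a value of -0.17 with shPC25 (adjusted p = 0.327), and the hairpins differed by -0.70 (adjusted p = 0.00152). Ldha, lactate dehydrogenase A, had log2 changes of 0.14 (adjusted p = 0.337, with a range of 0.0312 to 0.696 over 20 alternatives) and 0.20 (adjusted p = 0.12, with a range of 0.00154 to 0.983), the lowest values coming from an intensity trend. It passed with shPC28 also after median centring, without moderation and without the lowest 50% of probe sets. For the transporter chaperone gene Bsg, the changes were 0.07 (adjusted p = 0.657) and 0.10 (adjusted p = 0.403). Ldhb, at 3.47 in scram below the median probe set, had changes of -0.42 (adjusted p = 0.0625, with a range of 0.0337 to 0.192 over 19 alternatives, and 0.0337 without shPC28 replicate 2) and -0.14 (adjusted p = 0.468). Hk2, the inducible hexokinase, fell by 2.73 with shPC28, Pgam1 by 0.70 and 1.17 with shPC25 and shPC28, and Slc2a3, a glucose transporter, by 1.01 with shPC28. Over 21 glycolysis and lactate genes, 4 fell with shPC25 (1 rose and 6 fell adjusted over the list alone, camera adjusted p = 0.478), and 5 rose and 8 fell with shPC28 (7 and 8 adjusted over the list alone, camera adjusted p = 0.539). Cd274, the gene of the checkpoint ligand PD-L1, fell by 1.34 ± 0.20 with shPC25 (adjusted p = 0.00198) and by 2.28 ± 0.20 with shPC28 (adjusted p = 2.12e-05). It lay at 3.63 to 4.3 on the shPC28 arrays, below the median probe set at 4.95, so the size of that change is uncertain. The study reported higher PDL1 expression after PC depletion in M-Wnt cells, a different tumour model, the opposite direction to Cd274 here. These are mRNA values, and protein was not measured on the arrays, so the study's immunoblots are not a like measure.

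Both hairpins target the same gene, so the changes they shared were counted. The highest shared changes, by the smaller of both, were those of Hspa1b, Hspa1a, Gadd45g, Ddit3, Chchd10, Pim1, Gadd45b and Adm2, followed by Thap3 (1.77 and 2.16 with shPC25 and shPC28) and the NF-kB kinase gene Map3k14 (1.69 and 2.01). The lowest shared changes were those of Rhob, Skp2, Klf2, Tmem229b, Islr, Efna2, Il1r1, Zfp324, Lfng and Afap1l1, the last with changes of -2.85 and -2.98. In all, 3830 probe sets changed the same way with both hairpins, 1651 higher and 2179 lower, a balance that turned to 2550 and 1739 after centring arrays on their medians. Independent lists of these sizes would share 433 higher and 513 lower. Unchanged groups set against a shared simulated control group shared 0 on average in 100 simulations. These drew each probe set independently, so they leave out deviations that many probe sets of the real scram arrays have in common. Across probe sets, the log2 changes of both hairpins correlated with r = 0.776, where the simulation gave 0.502, and their covariance was 0.293 against 0.0211, a difference of 0.272. The sign was the same for 76.3% of probe sets against 66.7% in simulation. The 3 scram arrays could not be divided into parts of at least 2, so part of the excess may come from the shared controls. With both hairpins averaged, 8036 probe sets changed, 3880 higher and 4156 lower.

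**Figure D4:**
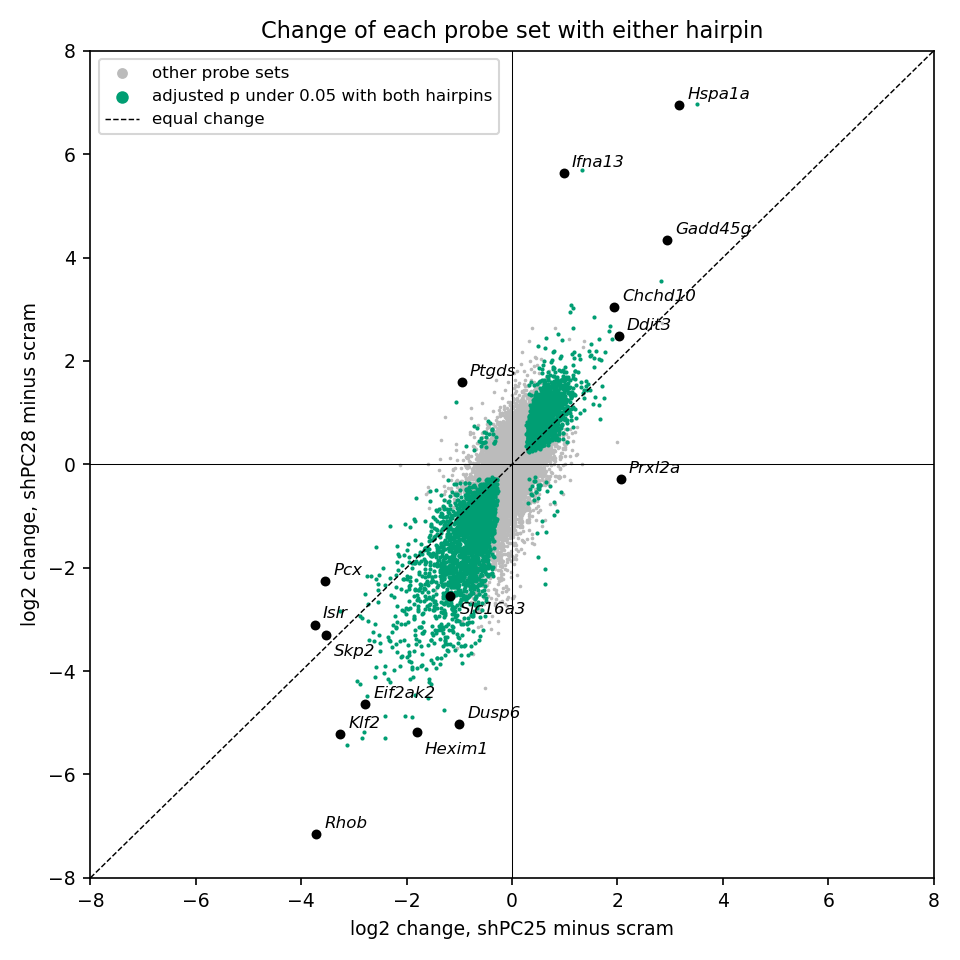
Log2 change of each of 22206 probe sets with shPC25 (horizontal) and shPC28 (vertical) against scram; green points changed with both hairpins, and the dashed line marks equal change. Most of the 3830 shared changes lay farther from 0 with shPC28, while Pcx, at -3.54 and -2.26, lay on the other side of the line.

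The hairpins were compared with each other to see where they differed. Hspa1a and Hspa1b were higher with shPC28 than with shPC25 by 3.77 and 3.45, Ptgds, which encodes a prostaglandin D2 synthase, by 2.55, and Thrsp, a lipogenic regulator, by 2.26. Ifna13 was also higher, from 3.72 with shPC25, a level so low that the size of the difference is uncertain. Dusp6 was lower with shPC28 by a log2 difference of -4.01, Riox1 of -3.80, Lrrc8a, a subunit of volume-regulated anion channels, of -3.45, Rhob of -3.44 and Hexim1 of -3.36. Prxl2a, an antioxidant protein gene, rose with shPC25 by 2.06, and Serpinb9c was also higher, and they differed between the hairpins by -2.35 and -1.57. Between the hairpins 5829 probe sets (26.2%) differed, 2610 higher and 3219 lower with shPC28. The arrays did not overlap for 8762 probe sets (39.5%), where chance gives 10%. Among the 3830 shared changes, 3265 (85.2%) were larger with shPC28, with a median ratio of 1.61.

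Of the 31 lists, 12 differed between the hairpins, 8 higher and 4 lower with shPC28, and 0 held with an estimated correlation; fry called 23. Complex I was higher by a median of 0.46 (27 of 35 genes higher, and 31 higher and 1 lower adjusted over the list alone, camera adjusted p = 1.79e-10, adjusted p = 0.095 with an estimated correlation). The mitochondrial ribosome was higher by 0.43 (39 higher and 1 lower, and 52 and 2 adjusted over the list alone, camera adjusted p = 1.26e-12, adjusted p = 0.0532 with an estimated correlation). Complexes II and III (8 higher, also 8 adjusted over the list alone) had a median of 0.48, complex IV (9 higher and 1 lower, also adjusted over the list alone) 0.37 and ATP synthase (5 higher, 8 adjusted over the list alone) 0.24, with camera adjusted p of 0.000532, 0.00122 and 0.000661 and with adjusted p = 0.095, 0.0807 and 0.167 with an estimated correlation. Cytosolic ribosome genes (20 higher, 26 adjusted over the list alone) had a median of 0.24, the TCA cycle (6 higher, also adjusted over the list alone) 0.22 and mitosis (7 higher and 1 lower, 8 and 1 adjusted over the list alone) 0.20, with camera adjusted p of 3.8e-08, 0.00576 and 0.00994 and with adjusted p = 0.167, 0.0986 and 0.0986 with an estimated correlation. Among mitosis genes, Cdc25c was higher with shPC28 by 0.77 and Ube2c by 0.68, and Cenpf was lower at -0.55.

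Lower with shPC28 than with shPC25 were hypoxia genes (1 higher and 9 lower, 1 and 11 adjusted over the list alone), unfolded protein response genes (1 and 7, 1 and 9 adjusted over the list alone), ribosome biogenesis genes (8 lower, also adjusted over the list alone) and genes of cytokines and NF-kB targets (1 and 9, 1 and 10 adjusted over the list alone). Their medians were -0.30, -0.35, -0.14 and -0.09, with camera adjusted p of 0.00104, 0.0182, 0.0182 and 0.0456 and with adjusted p = 0.0807, 0.163, 0.184 and 0.163 with an estimated correlation. Ero1a was lower by a log2 difference of -1.73, Sel1l of -1.12, the nucleolar genes Mybbp1a of -0.98 and Nop2 of -0.76, and the cytokine gene Csf1 of -1.28. The call for cytokines was lost without shPC28 replicate 1 (adjusted p = 0.076) and without shPC28 replicate 2 (0.0521), with a range of 0.0368 to 0.273 over 18 alternatives. The cytokine median was -0.16, -0.16 and -0.24 without shPC25 replicates 1, 2 and 3 and -0.24, -0.17 and -0.19 without shPC28 replicates 1, 2 and 3. Without the lowest 25% or 50% of probe sets, ribosome biogenesis and the unfolded protein response had adjusted p = 0.0544 and 0.159 each, within ranges of 0.00477 to 0.184 and 0.0116 to 0.163. Interferon genes did not differ past the threshold (median -0.04, camera adjusted p = 0.706).

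Lists that passed in neither comparison against scram still held strongly changed genes. Cholesterol synthesis had 1 higher and 4 lower of 19 genes with shPC25 (camera adjusted p = 0.325) and 6 and 10 with shPC28 (0.105), the same counts as adjusted over the list alone. Hmgcs1 changed by -1.44 and -3.94 and Stard4 by -0.84 and -1.48. Fatty acid synthesis had 2 and 4 of 15 (0.691), then 4 and 6 (0.674), the same adjusted over the list alone, with Elovl6 down at -0.93 and -1.70. Fatty acid oxidation had 6 and 2 of 19 (0.537), then 9 and 3 (0.105), the same adjusted over the list alone, with Cpt2 down at -1.19 and -2.53. After quantile normalization the shPC28 list passed (0.0231, with a range of 0.0231 to 0.202 over 18 alternatives). Nucleotide synthesis had 5 and 2 of 19 (7 and 2 adjusted over the list alone, 0.24), then 9 and 3 (also adjusted over the list alone, 0.142). Rrm2, a ribonucleotide reductase subunit, fell by 1.17 and 1.84. Glutamine, glutamate and aspartate genes had 6 and 3 of 17 (also adjusted over the list alone, 0.241), then 5 and 5 (6 and 5, 0.808), with the alanine aminotransferase gene Gpt2 up by 1.11 and 1.29 and Slc25a13 down at -1.38 and -2.08. Pyruvate entry into mitochondria had 1 and 2 of 16 (also adjusted over the list alone, 0.763), then 7 and 3 (7 and 4, 0.857), with Pdp1 down at -2.13 with shPC28. Antioxidant response genes had 2 and 5 of 21 (4 and 5 adjusted over the list alone, 0.538), then 10 and 6 (also adjusted over the list alone, 0.326), and Nqo1 had changes of 0.23 (adjusted p = 0.121, with a range of 0.0329 to 0.334 over 20 alternatives) and 1.80 (adjusted p = 1.35e-06).

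Cell cycle, p53 and cytokine lists did not pass against scram either. Mitosis had 1 higher and 4 lower of 24 genes with shPC25 (also adjusted over the list alone, camera adjusted p = 0.056) and 6 and 3 with shPC28 (also adjusted over the list alone, 0.808). The shPC25 list passed after quantile normalization (0.0356) and after centring on olfactory receptor probe sets (0.022), with a range of 0.022 to 0.26 over 18 alternatives. DNA replication had 6 and 4 of 25 (7 and 5 adjusted over the list alone, 0.896), then 10 and 7 (also adjusted over the list alone, 0.952), with the cyclin E gene Ccne1 down at -2.05 and -2.84. The p53 target list had 1 and 6 of 21 (also adjusted over the list alone, 0.24), then 3 and 8 (3 and 9, 0.0577), with Mdm2 down at -0.77 and -2.48. The shPC28 list passed without scram replicate 3 (0.0478), shPC25 replicate 1 (0.0491) or shPC28 replicate 2 (0.0425), with a range of 0.0425 to 0.373. Cytokines and NF-kB targets had 2 and 6 of 35 (3 and 6 adjusted over the list alone, 0.334), then 3 and 11 (also adjusted over the list alone, 0.0688), with Tnf down at -2.20 and -3.48 and Csf1 at -0.90 and -2.19. With shPC28, the lists that passed with shPC25 alone were the integrated stress response (11 and 5 of 26, 12 and 5 adjusted over the list alone, 0.0577, passing without scram replicate 1 at 0.0247 and after centring on olfactory receptor probe sets at 0.0437, with a range of 0.0247 to 0.605), antigen presentation (6 and 4 of 20, also adjusted over the list alone, 0.808) and ribosome biogenesis (8 and 8 of 21, 9 and 8 adjusted over the list alone, 0.808). With shPC25, complexes II and III (5 and 2 of 14, 5 and 3 adjusted over the list alone, 0.329), complex IV (6 and 2 of 17, 6 and 3, 0.175) and hypoxia (3 and 6 of 25, 3 and 7, 0.537) did not pass.

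Markers of other cell types did not pass as lists, and those of macrophages, lymphocytes, epithelium, fibroblasts and endothelium had median levels of 2.92 to 4.12, below the median probe set at 4.95. With shPC25 and shPC28, macrophage markers had 4 lower of 14 and then 3 higher and 1 lower (4 lower, then 2 and 1, adjusted over the list alone, camera adjusted p = 0.174 and 0.824). Laptm5, at a mean level of 13.17 and so far above the median probe set, fell by 0.45 with shPC25 and rose by 0.58 with shPC28. Lymphocyte markers had 1 higher of 12, then 2 lower (2 and 1, then 1 lower, adjusted over the list alone, 0.621 and 0.944). Fibroblast and endothelial markers had 2 lower of 15, then 1 higher and 4 lower (also adjusted over the list alone, 0.386 and 0.498), Fabp4 at -1.85 and -1.90. Epithelial markers had 2 and 1 of 23, then 3 and 6 (also adjusted over the list alone, 0.924 both times). Mesenchymal and matrix genes had 1 and 4 of 29 (1 and 6 adjusted over the list alone, 0.329), then 5 and 9 (also adjusted over the list alone, 0.782), with the transcription factor genes Snai1 and Twist2 down at -1.83 and -1.63 with shPC28. Reference genes of quantitative PCR, 9 in number, had camera adjusted p of 0.767 and 0.771, and 1 rose and 2 fell with shPC28 (also adjusted over the list alone), Rplp0 at 0.32, Tbp at -0.39 and Ywhaz at -0.39, and the direction of this list's median and the calls of Rplp0 and Tbp depended on the scaling. The call of Tbp was also lost without scram replicate 3 (adjusted p = 0.0911) and without shPC28 replicate 1 (0.0819). The median, the mean and the test had different signs for glycolysis, hypoxia, fatty acid oxidation and DNA replication with shPC25, and for pyruvate entry, DNA replication, epithelial, mesenchymal and macrophage genes with shPC28.

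The balance of higher and lower calls depended on how arrays were scaled. As deposited, 44.9% of the changed probe sets were higher with shPC25, 50.8% with shPC28, 48.3% with the hairpins averaged and 43.1% of those changed the same way with both. These shares were 61.5%, 60.7%, 61.4% and 59.5% after centring each array on its median, and 32.0%, 31.5%, 31.2% and 28.0% after centring on olfactory receptor probe sets. Between the hairpins, 44.8% were higher with shPC28 as deposited and after median centring, and 26.5% after centring on olfactory receptor probe sets. The median change of all probe sets, 0.04 and 0.10 as deposited, became 0.14 and 0.20 with the former and -0.03 and -0.10 with the latter, so list medians are to be read against these values.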

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

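Of the tests in this part, those of slope, matched lists, scaling, replicate numbers and short-lived mRNAs were chosen after the results had been seen, and the comparisons of hairpins and lists and the counts over regrouped arrays before.

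Pcx mRNA was 1.28 higher on the log2 scale with shPC28 than with shPC25, which stands out because hairpins against 1 gene would be taken to act alike. The lists that differed between the hairpins stand out for the same reason. Higher with shPC28 were complexes II and III (median 0.48), complex I (0.46), the mitochondrial ribosome (0.43), complex IV (0.37), ATP synthase (0.24), the cytosolic ribosome (0.24), the TCA cycle (0.22) and mitosis (0.20). Lower were the unfolded protein response (-0.35), hypoxia (-0.30), ribosome biogenesis (-0.14) and cytokines and NF-kB targets (-0.093). Of these 12 calls, 0 held with an estimated correlation (adjusted p of 0.0532 to 0.184). Another 60 probe sets changed in opposite directions, 32 of them higher with shPC25 and lower with shPC28. The adaptor gene Nck2 (0.62 and -2.31), Il17ra (0.47 and -1.33) and Junb (0.79 and -0.98), named after their values were seen, were among those. Ptgds (-0.96 and 1.59) went the other way.

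Changes were larger with shPC28 although more Pcx mRNA remained. Were their size proportional to Pcx mRNA loss alone, the slope of the shPC28 on the shPC25 changes would be near the Pcx ratio, 0.639. It was 2.01 (1.93 to 2.07 with 1 array left out), which excludes this over all probe sets. Whether a part of the changes follows Pcx mRNA beside other effects was not tested. After quantile normalization the slope was 1.98, so this scaling does not account for it. Other targets of either hairpin may be the source and stay open, because no transcript sequences were at hand to test it. Each group also consisted of its own transduced and selected cells, so a hairpin effect cannot be told apart from other differences between them.

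The median of 81 oxidative phosphorylation genes was above 0 with both hairpins (30 and 64 of them rose), while short-lived regulatory mRNAs were lower with shPC28, calls that were lost with an estimated correlation (complex I 0.26 and 0.103, short-lived mRNAs 0.0998). Reduced transcription could give both and stays open, because the short-lived mRNAs were listed after the data were seen and cannot test it. Without MAPK feedback genes, 46 of them lay at percentile 0.21 of 10000 lists matched by level with shPC28 and at percentile 74.8 with shPC25. The oxidative phosphorylation genes lay at percentile 100 with shPC25 and at percentile 100 with shPC28. Their medians were 0.24 and 0.66, where matched lists had 0.07 and 0.10, so a trend with level gave only a smaller rise. Matched lists leave out correlation between genes, and this test was chosen after the rise was seen, so the percentiles cannot exclude chance. Under quantile, median and olfactory receptor scaling the lowest medians of the oxidative phosphorylation genes were 0.17 and 0.46, so none of these 3 scalings removed the rise. Other scalings were not tested.

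Arrays sharing a replicate number deviated from their group means in opposite directions, with a mean correlation of -0.167 across probe sets. A replicate effect taken out in full over these 3 groups alone would give -0.5, so full removal of this kind is excluded. Partial removal was not tested. Of 36 ways to number the arrays, 1 was as low, the real one. The pattern had been seen in these same correlations, so this rank describes it and cannot exclude chance numbering. Removal over a larger set of arrays might give such a value and was not tested.

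With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. Each other split mixes arrays of both groups, so a real difference widens the spread within its parts and lowers its count of probe sets. The same holds for splits of all 9 arrays that mix the groups, so such counts do not show what chance alone gives. The real split, 1 of 10 in each case, gave 4541 probe sets with shPC25 (highest other 0), 9265 with shPC28 (highest other 0) and 5829 between the hairpins (highest other 1). For lists it was also 1 of 10, with 9 (highest other 6), 10 (highest other 7) and 12 (highest other 4). With all 9 arrays in a fit of 2 groups, which is not the fit that gave 8036, the scram arrays set apart gave 4583, and 2 of 84 splits were as high. The higher one, 6477, set the shPC28 arrays apart. The 3830 shared changes were the most of 100 splits (1 as high), and the next, 3680, took the shPC28 arrays as control.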

How the results depend on the processing

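Of the tests in this part, centring on olfactory receptor probe sets was chosen after the results had been seen, and the others were written down before.

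Stricter criteria lowered the counts. At adjusted p under 0.01, 2214 probe sets changed with shPC25, 3550 differed between the hairpins and 1991 changed the same way with both. At 2-fold or more these were 937, 1511 and 814, with 3402 for shPC28 and 1976 for the hairpins averaged. With an estimated correlation camera called 1 list with shPC25, 2 with shPC28 and 0 between the hairpins, and fry called 25, 25 and 23. The DNA replication list with shPC28 was called lower by fry (adjusted p = 0.000914) although its median was 0.15 (camera adjusted p = 0.952).

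The correlation of the hairpins' changes across probe sets was 0.790 without the lowest 25% of probe sets and 0.814 without the lowest 50%. The first component of the oxidative phosphorylation genes held 79.9% after median centring, 68.5% after centring on olfactory receptor probe sets and 88.1% without scaling the genes.

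With 1 array left out, the shPC25 count ran from 3021 (without scram replicate 3) to 4512, the shPC28 count from 7915 to 9123, the count between the hairpins from 4681 to 5488, the averaged count from 6517 to 7964 and the shared count from 2660 to 3719. The correlation ran from 0.750 to 0.779 and the first component from 75.5% to 79.9%. Lists ran from 7 to 9, 10 to 11 and 11 to 13. The Pcx change ran from -3.66 to -3.48 with shPC25 and from -2.38 to -2.14 with shPC28.

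With the replicate number as a replicate block, 3073 probe sets changed with shPC25, 8074 with shPC28, 4552 between the hairpins, 6812 averaged and 2708 the same way, and the lists called stayed at 9, 10 and 12. Deviations of arrays with the same number correlated at -0.18 to -0.14 over 9 pairs, against 0.05 to 0.13 over 18 others, and 0 arrays correlated best with their own number. Whether the numbers pair the arrays stays open.

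Of 6924 comparisons of named genes with an alternative, 6560 had the same outcome, called in both fits or in neither. Another 86 gained a call, 278 lost one and 0 reversed. For lists these were 1648, 55, 57 and 1 of 1761. The estimated correlation alone accounted for 28 of the list calls lost.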

Other observations

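The lists in this part, and all tests on them, were chosen after the results had been seen.

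Genes that ERK induces, among them phosphatases and inhibitors of MAPK signalling and transcription factors, were lower as a list with shPC28, and with shPC25 some rose. Of 17, 4 rose and 9 fell with shPC25 (4 and 9 adjusted over the list alone), with a median of -0.65 (camera adjusted p = 0.0107, adjusted p = 0.105 with an estimated correlation). With shPC28, 1 rose and 13 fell (1 and 13 adjusted over the list alone), with a median of -2.43 (camera adjusted p = 2.91e-07, adjusted p = 0.011 with an estimated correlation). Dusp6 had changes of -1.01 and -5.02, Spred1 of -1.27 and -2.58, Fosl1 of -1.24 and -3.47, and Spry4 of -0.74 and -3.23, while Etv4 was higher at 0.49 and 0.58.

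Zinc finger protein genes, mostly transcription factors, were lower. Of 330, 26 rose and 64 fell with shPC25 (33 and 75 adjusted over the list alone), with a median of -0.12 (camera adjusted p = 0.0107, adjusted p = 0.0902 with an estimated correlation, and 0.329 after quantile normalization). With shPC28, 44 rose and 150 fell (45 and 156 adjusted over the list alone), with a median of -0.33 (camera adjusted p = 4.08e-06, adjusted p = 0.00772 with an estimated correlation).

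Cytosolic aminoacyl-tRNA synthetase genes, which charge tRNAs for translation, were higher with both hairpins. Of 18, 11 rose with shPC25 (13 adjusted over the list alone, camera adjusted p = 4.36e-06, adjusted p = 0.105 with an estimated correlation) and 10 with shPC28 (11 adjusted over the list alone, camera adjusted p = 0.00384, adjusted p = 0.16 with an estimated correlation). Cars had changes of 0.86 and 0.96 and Farsa of 0.48 and 0.82.

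Splicing particle genes (snRNP and LSm, 22) had 9 higher and 1 lower with shPC25 (12 and 1 adjusted over the list alone, median 0.33, camera adjusted p = 0.00207, adjusted p = 0.0902 with an estimated correlation), then 12 and 3 with shPC28 (12 and 3 adjusted over the list alone, median 0.41, camera adjusted p = 0.00738, adjusted p = 0.0998 with an estimated correlation). Histone genes (53) had 16 and 5 (21 and 5 adjusted over the list alone, median 0.18 and 0.11 without scram replicate 3, camera adjusted p = 0.00207, adjusted p = 0.548 with an estimated correlation), then 21 and 7 (29 and 7 adjusted over the list alone, median 0.29, camera adjusted p = 0.00708, adjusted p = 0.59 with an estimated correlation, and 0.0646 after quantile normalization). Proteasome genes (38) had 4 and 4 (also adjusted over the list alone, camera adjusted p = 0.188), then 18 and 5 (19 and 5 adjusted over the list alone, median 0.28, camera adjusted p = 0.00384, adjusted p = 0.133 with an estimated correlation). Mitochondrial import genes (25) had 6 and 3 (7 and 3 adjusted over the list alone, camera adjusted p = 0.152), then 11 and 4 (12 and 4 adjusted over the list alone, median 0.27, camera adjusted p = 0.0442, adjusted p = 0.133 with an estimated correlation), a call lost after median centring (0.0568), without scram replicate 1 (0.0776), without shPC28 replicate 1 (0.0525) and without shPC28 replicate 3 (0.0601). Genes of the proton pump V-ATPase (21) had 4 higher (also adjusted over the list alone, camera adjusted p = 0.378), then 9 and 2 (11 and 3 adjusted over the list alone, median 0.25, camera adjusted p = 0.044, adjusted p = 0.143 with an estimated correlation), a call lost after quantile normalization (0.0871), median centring (0.0507), without scram replicate 1 (0.0622) and without shPC28 replicate 3 (0.0614).

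Short-lived regulatory mRNAs (53) had 12 higher and 16 lower with shPC25 (14 and 18 adjusted over the list alone, camera adjusted p = 0.378) and 11 and 31 with shPC28 (11 and 34 adjusted over the list alone, median -0.70, camera adjusted p = 1.06e-05, adjusted p = 0.0998 with an estimated correlation). Heat shock factor targets other than Hspa1a and Hspa1b (15) had 2 and 1 (4 and 1 adjusted over the list alone, camera adjusted p = 0.482), then 6 and 4 (also adjusted over the list alone, camera adjusted p = 0.839). Bag3, a co-chaperone of heat shock protein 70, had changes of -0.85 and -1.59. Olfactory receptor genes (1080), which mammary cells barely transcribe, had 30 and 12 (0 adjusted over the list alone by limma, camera adjusted p = 0.152), then 145 and 10 (24 and 1 adjusted over the list alone, median 0.19, camera adjusted p = 0.00384, adjusted p = 0.0221 with an estimated correlation), a call lost after quantile normalization (0.417).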
